# Hemorrhagic Shock Induces a Rapid Transcriptomic Shift of the Immune Balance in Leukocytes after Experimental Multiple Injury

**DOI:** 10.1155/2021/6654318

**Published:** 2021-01-27

**Authors:** Lisa Debler, Annette Palmer, Sonja Braumüller, Bettina Klohs, Tom Eirik Mollnes, Karlheinz Holzmann, Markus Huber-Lang, Rebecca Halbgebauer

## Abstract

The immune response following trauma represents a major driving force of organ dysfunction and poor outcome. Therefore, we investigated the influence of an additional hemorrhagic shock (HS) on the early posttraumatic immune dysbalance in the whole population of blood leukocytes. A well-established murine polytrauma (PT) model with or without an additional pressure-controlled HS (mean arterial pressure of 30 mmHg (±5 mmHg) for 60 mins, afterwards fluid resuscitation with balanced electrolyte solution four times the volume of blood drawn) was used. C57BL/6 mice were randomized into a control, PT, and PT + HS group with three animals in each group. Four hours after trauma, corresponding to three hours after induction of hemorrhage, RNA was isolated from all peripheral blood leukocytes, and a microarray analysis was performed. Enrichment analysis was conducted on selected genes strongly modulated by the HS. After additional HS in PT mice, the gene expression of pathways related to the innate immunity, such as IL-6 production, neutrophil chemotaxis, cell adhesion, and toll-like receptor signaling was upregulated, whereas pathways of the adaptive immune system, such as B- and T-cell activation as well as the MHC class II protein complex, were downregulated. These results demonstrate that an additional HS plays an important role in the immune dysregulation early after PT by shifting the balance to increased innate and reduced adaptive immune responses.

## 1. Introduction

Hemorrhagic shock (HS) is a form of hypovolemic shock caused by severe blood loss, resulting in oxygen demand surpassing oxygen supply at a cellular level. Hemorrhage is accountable for an estimated 1.9 million deaths per year worldwide, from which 1.5 million result from physical trauma [1]. As traumatic injury affects mostly the young with road injury being the leading cause of death worldwide in the age group from 5 to 29 years, HS in trauma patients results in nearly 75 million years of life lost each year [1, 2]. In patients after massive transfusion, in-hospital mortality is as high as 23%, and a considerable number of survivors remains unable to return to work until one year after trauma [3]. These numbers demonstrate the necessity of improving immunopathophysiological understanding and deduced early diagnosis and effective treatment of HS. Preclinical and initial clinical care represent the most efficient levers for improvement, as the median time until death in HS patients is two hours [4]. Patients surviving the first hours after injury still need to overcome the mid- and long-term impacts, as HS increases the incidence of complications in severely injured patients by leading to systemic inflammation and inducing end-organ damage, for example, resulting in acute respiratory distress syndrome or multiple organ failure [5, 6]. Oxygen deprivation and a breakdown of blood-organ barriers lead to organ damage, and an additional release of the body's own damage-associated molecular patterns (DAMPs) in response to tissue injury and hypoxia contributes to a systemic inflammatory response [6–9]. These endogenous alarmins, which are released from the necrotic tissue as well as activated immune cells, further stimulate the cellular innate immunity via binding to surface pattern recognition receptors. Neutrophils, as the most abundant leukocytes in human circulation, play a key role in the initial inflammatory response to trauma and hemorrhage and subsequent repair processes through mechanisms like phagocytosis, generation of extracellular traps, release of reactive oxygen species, and production of cytokines. However, alterations in neutrophil function, phenotypic markers, and life span have been observed following severe trauma, potentially contributing to trauma-associated complications [10, 11]. Concerning the posttraumatic immune response, Xiao et al. showed that after critical injury, the expression of pathways involved in activation of pro- and anti-inflammatory innate immune reactions was strongly induced in peripheral blood leukocytes early after the insult, while pathways responsible for adaptive immunity were widely downregulated, in what was described as a “genomic storm.” In this study, patients who suffered from complications showed a longer time until the genomic response returned to the baseline [12]. These new insights lead to a shift in paradigm from the understanding that trauma leads to a systemic inflammatory response syndrome (SIRS) temporally followed by a counteracting compensatory anti-inflammatory response to a new hypothesis proposing rather a rapid induction of innate pro- and anti-inflammatory immune responses with a simultaneous impairment of adaptive responses after injury. Similarly, Lederer et al. observed significant alterations in the gene expression in leukocytes during the time course following murine trauma/hemorrhage starting 2 h after injury, with changes present especially in genes related to cell death and impairments in the immune response [13]. In patients, major tissue injury due to extensive surgery induced differential gene expression in blood leukocytes with upregulation of pathways of innate immunity and inflammation while genes involved in adaptive immunity, especially antigen presentation and T-cell function, were significantly downregulated [14]. In line, a recent study used a transcriptomic approach of the blood leukocyte gene expression in patients after severe trauma to predict adverse outcome [15]. As a likely result of these alterations in the gene expression, different leukocyte subpopulations such as neutrophils, monocytes, and regulatory T-cells were described to be functionally impaired in the critically ill, resulting in an increased risk of secondary infection [16].

Even though the clinical relevance of immune dysregulation after polytrauma (PT) and HS is widely acknowledged and precise epidemiological data underline its importance, the exact molecular mechanisms of the shift in immune balance after PT and especially the effect of an additional HS still remain unclear. To address the pro- and anti-inflammatory immune response of both the innate and adaptive branches after trauma, and to investigate specifically the impact of an additional hemorrhagic shock, we used a transcriptomic approach in a highly standardized, clinically relevant PT + HS mouse model.

## 2. Materials and Methods

### 2.1. Murine PT Model with HS

We performed a randomized prospective study strictly following the experimental protocol described in Denk et al. [17]. All procedures were performed in accordance with the guidelines of the National Institute of Health on the care and use of animals, and the protocol was approved by the University Animal Care Committee and the Federal Authorities for animal research, Tuebingen, Germany (No. 1194). C57BL/6 mice purchased from Jackson Laboratories (Bar Harbour, USA) with a mean body weight of 25 g (±2.5 g) and an age of 8 to 9 weeks were randomized into a polytrauma (PT), polytrauma with hemorrhagic shock (PT + HS), and a healthy control group without manipulation (Ctrl) with three animals in each group. Anesthesia was induced with 2.5% sevoflurane and 97.5% oxygen and kept up until the end of the observation period. Buprenorphine was given to trauma groups by subcutaneous injection for analgesia. The polytrauma included a traumatic brain injury, a closed transverse femoral fracture with soft tissue injury, and a blunt bilateral chest trauma. A femoral artery catheter was inserted to allow controlled blood loss and monitor blood pressure; a jugular vein catheter was inserted for fluid resuscitation and administration of catecholamines. Hemorrhage was induced one hour after trauma through controlled blood loss for 5 to 10 mins until a mean arterial blood pressure (MAP) of 30 mmHg (±5 mmHg) was reached and then maintained at this level for 60 mins. Afterwards, fluid resuscitation with balanced electrolyte solution four times the volume of blood taken was performed over 30 mins. Anesthesia and norepinephrine were adjusted in a standardized manner during the two-hour observation period to keep the MAP above 50 mmHg. Cardiac puncture was performed four hours after the induction of trauma in PT groups and directly after the induction of anesthesia in control animals.

### 2.2. RNA Isolation and Microarray Analysis

Blood was collected in RNAprotect Animal Blood Tubes (Qiagen, Hilden, Germany). After isolation of RNA using the RNeasy Protect Animal Blood Kit (Qiagen), samples with an RNA integrity number ≥ 9.1 were used. 200 ng total RNA and 5.5 *μ*g single-stranded DNA were used per hybridization in a GeneChip Fluidics Station 450 (Affymetrix, Santa Clara, USA) for microarray analysis. Single-stranded DNA was hybridized to Mouse Gene 1.0 ST GeneChip Arrays and scanned using a GeneChip scanner 3000 (both Affymetrix) after RNA amplification and labeling. Analysis of images was performed using Affymetrix Expression Console Software and BRB-ArrayTools. Using the robust multiarray average, normalized values of the raw feature data and log2 intensity expression summary values were calculated.

### 2.3. Selection of Genes

Genes that were significantly differently regulated through the additional HS were selected. As genes with an EntrezID but without gene symbol were excluded, 645 genes were initially selected for the analysis. 334 of the 359 up- and 262 of the 288 downregulated genes had a uniquely mapped ID on Gene Ontology and were therefore included in the enrichment analysis. A Venn diagram demonstrating the number of genes differently regulated in the comparisons between the experimental groups was designed using BioVenn (http://www.biovenn.nl) [18].

### 2.4. Enrichment Analysis and Heat Maps

The enrichment analysis was conducted with Gene Ontology (http://geneontology.org) with a PANTHER overrepresentation test being performed. The annotation version PANTHER 14.1 released March 12, 2019 with the annotation data set “PANTHER GO slim biological process” was used to identify the overexpression of the pathway innate immune response in upregulated genes. The annotation version GO Ontology database with the release date December 9, 2019 and the annotation data set “GO biological process complete” was used for further evaluation of upregulated genes. For the analysis of downregulated genes, the same annotation versions were used. The annotation data set “PANTHER pathways” identified the overrepresentation of B- and T-cell activation, and the annotation data set “GO cellular component complete” determined the overrepresentation of the MHC class II protein complex in the list of downregulated genes. Analyzed genes were tested against the reference list of the microarray. Heat maps were designed using Genesis (Alexander Sturn and Rene Snajder, TU Graz, version 1.8.1) [19]. The gene expression was normalized, sorted by trend of the expression value, and displayed with a set upper maximum value of +2 and a lower maximum value of -2.

### 2.5. Statistics

*t*-test was used to determine differentially expressed probe sets, and statistical significance was defined as *p* < 0.05 and a 1.5-fold change in the class comparison between the experimental groups. A *p* value <0.05 was used as a cut-off value in the enrichment analysis. For statistical analysis of overrepresentation, Fisher's exact test with FDR correction was applied. Results are presented as mean ± standard error.

## 3. Results

### 3.1. Mimicking and Monitoring of PT and HS in the Mouse Setting

To monitor hemodynamic changes, heart rate and MAP as well as body temperature were measured every 5 mins starting after the instrumentation of the mice (Figure 1). The MAP in PT mice remained stable at around 48 mmHg, whereas in PT + HS mice, the MAP following the induction of the hemorrhage was kept at a median of 30 mmHg for 60 mins and afterwards raised to and maintained at a median of 53 mmHg according to the study protocol (Figure 1(a)). PT + HS mice required an average 0.15 *μ*g (±0.07 *μ*g) of norepinephrine to reach or maintain the blood pressure target of 50 mmHg or greater. The heart rate of both the PT and PT + HS mice was rather stable (Figure 1(b)). Body temperature was maintained around 37°C in both groups by close control and a feedback loop device (Figure 1(c)). For the induction of the pressure-controlled HS, an average of 560 *μ*l (±120 *μ*l) blood was drawn from each animal (Figure 1(d)).

### 3.2. Additional HS in PT Mice Leads to an Altered Gene Expression in Leukocytes Four Hours after Trauma

The comparison between the groups PT and PT + HS showed a significantly different expression in 147 genes. 

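Blood of 9 C57BL/6 mice was measured on 9 arrays, 1 per animal, with 3 animals per group. Ctrl mice were not manipulated and were sampled as soon as anesthesia was induced. The injured mice were kept under anesthesia to the end, and the paper describes buprenorphine and catheters for the trauma procedure. A difference from Ctrl can therefore not be assigned to the trauma alone. PT mice had a head injury, a femoral fracture and a blunt chest trauma and were sampled 4 h after the trauma. PT + HS mice were in addition bled to a mean arterial pressure of 30 mmHg for 60 min and then received 4 times the drawn volume as fluid over 30 min, with norepinephrine as needed to hold the pressure. Blood went straight into RNA-stabilizing tubes, so that the RNA of platelets and immature red cells was measured together with that of the leukocytes. Per hybridization 200 ng RNA was used, with an integrity number of at least 9.1. The paper names a Mouse Gene ST array, which carries probes along whole transcripts, whereas the deposited probe set names and their annotation belong to another Affymetrix mouse array with probes near the transcript end, and the sample labels name a labelling protocol of that kind of array. The deposited values are log2 expression values that the authors made by robust multiarray average, with a median between 3.63 and 3.76 per array. Of 45101 probe sets, 34958 carried exactly 1 gene symbol in the annotation used here, and only these were kept. For the 9012 genes with several probe sets, the probe set with the highest mean over all arrays was taken, which left 18194 genes. limma was fitted to all 9 arrays with 1 mean per group. A gene passed either at an adjusted p under 0.05 or at the study's thresholds, an unadjusted p under 0.05 and a change of at least 1.5-fold. The number of arrays limits the precision. PT replicate 2 stood apart from the other arrays, with correlations of 0.900 to 0.944 to them, while the other 8 arrays correlated with each other at 0.958 or more. The SD of a gene within a group had a median of 0.222 in Ctrl, 0.306 in PT and 0.208 in PT + HS, and of 0.181 in PT without replicate 2. Array weights estimated by limma were 4.96, 0.227 and 0.521 for PT replicates 1 to 3, so that a PT mean with these weights is for 86.9% that of 1 animal. No batch or scan date is given in the sources used here, so that no comparison within batches could be made.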

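Cebpa, a transcription factor of myeloid differentiation, was higher in PT + HS than in PT by a log2 difference of 1.16 (standard error 0.33, 3 animals per group), and Cd300a, an inhibitory receptor of leukocytes, by 1.15 (standard error 0.35). Naip2, an inflammasome sensor of bacterial proteins, was higher by 1.10 (standard error 0.34) and Tab1, an adaptor of the kinase TAK1, by 1.06 (standard error 0.16). Both are weakly measured in PT, with log2 means of 4.21 and 4.02, below the median of 4.29 over the means of all genes. In PT + HS they had 5.31 and 5.08. Gzma, a granule protease of NK cells and cytotoxic T cells, was higher by 1.03 (standard error 0.39), where PT differed from Ctrl by -1.83. Among the genes lower in PT + HS, St8sia1, a sialyltransferase of ganglioside synthesis, differed by -0.91 (standard error 0.36) and Zfp202, a zinc finger protein, by -0.83 (standard error 0.25). At the study's thresholds 204 genes passed, 132 higher and 72 lower in PT + HS. None passed an adjusted p under 0.05 from limma, where the smallest adjusted p was 1.00, and 522 genes (2.87%) had an unadjusted p under 0.05. With the t-test of the study's methods, run on 1 probe set per gene, 76 genes passed the thresholds and 0 an adjusted p under 0.05. The paper tested probe sets and counts 147. Run over probe sets, a setting chosen after the values were seen, the t-test gave 141 with 1 symbol each and 168 over all. The groups did not overlap in 1304 genes (7.17%), where 10% is the share by chance for 3 against 3. The number past the thresholds was 506 without PT replicate 1, 855 without PT replicate 2, 623 without PT replicate 3 and 335 without PT + HS replicate 2. Without PT replicate 2 most of these genes were lower in PT + HS (252 higher, 603 lower), and with array weights as well (364 higher, 513 lower), where PT replicate 1 makes up 86.9% of the PT mean.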

PT animals compared to control animals exhibited a change in regulation of 466 genes and in a comparison between the groups PT + HS and Ctrl 904 genes were differently expressed. 

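Genes of neutrophils were among those with the largest positive differences from Ctrl in both injured groups, and genes of B cells among those with the largest negative ones. Mmp8, a collagenase of neutrophil granules, rose in PT + HS by 4.75 over Ctrl (standard error 0.47, adjusted p = 0.0306 from limma), and was higher in PT by 4.18 (adjusted p = 0.0748). Il1r2, a decoy receptor of interleukin-1, was higher by 4.61 in PT + HS (standard error 0.54, adjusted p = 0.0674) and by 4.09 in PT. The IgE receptor Fcer2a and the chemokine receptor Cxcr5, both of B cells, differed by -2.31 and -2.11 in PT + HS and by -2.18 and -1.99 in PT (standard errors 0.52 and 0.51). Of 17 measured neutrophil markers, 17 were higher in PT + HS, with a median of 1.76 (adjusted p = 6.28e-30 from limma's camera, adjusted p = 0.157 with an estimated correlation), and 16 in PT, with a median of 1.23 (adjusted p = 1.21e-18, adjusted p = 0.182 with an estimated correlation). Adjusted over the list alone, 13 and 11 of these markers passed, against 1 and 0 when adjusted over all genes. The members Stfa2l1 and Stfa3 belong to a near-identical family and are uncertain. At the study's thresholds 668 genes passed between PT and Ctrl (257 higher, 411 lower) and 596 between PT + HS and Ctrl (362 higher, 234 lower). Mmp8 in PT + HS was the only gene with an adjusted p under 0.05, beside 1058 (5.82%) and 885 genes (4.86%) with an unadjusted p under 0.05. The t-test of the study's methods, run on 1 probe set per gene, gave 293 and 542 genes at the thresholds and 0 and 0 after adjustment. The paper tested probe sets and counts 466 and 904. Run over probe sets, a setting chosen after the values were seen, the t-test gave 464 and 853 with 1 symbol each. Over all probe sets it gave 526 and 967. The groups did not overlap in 1718 (9.44%) and 2408 genes (13.2%), with 10% by chance for 3 against 3. Both comparisons share the Ctrl arrays. Of the genes called in both, 169 were higher and 141 lower, against medians of 53.5 and 54.5 for simulated unchanged groups with the same Ctrl arrays and 5.11 and 5.29 for independent lists, so that part of the excess may come from the shared controls. Without any one of the Ctrl replicates 1, 2 and 3, PT replicate 3 or PT + HS replicates 1 and 3, the adjusted p of Mmp8 was 0.0736, 0.339, 0.232, 0.0564, 0.359 and 0.344 in this order. Without PT replicate 1, PT replicate 2 or PT + HS replicate 2, 6, 53 and 2 genes passed the adjusted test between PT + HS and Ctrl, and without PT replicate 2 also 47 between PT and Ctrl. The number past the thresholds between PT and Ctrl was 1117 without PT replicate 2 and 1493 without PT replicate 3. Most of the former were higher (768 higher, 349 lower), as they were with array weights (969 higher, 697 lower), where PT replicate 1 makes up 86.9% of the PT mean.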

To specifically evaluate the influence of the additional hemorrhagic shock on the immune dysbalance after trauma, relevant genes were selected as shown in Figure 2. First, genes without an existing gene symbol were excluded; numbers of genes with gene symbols are shown in Figure 2(a). 

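Among the genes past the study's thresholds between PT + HS and PT, monocyte markers and genes of hypoxia and glycolysis were over-represented. Of 18 measured monocyte markers 3 passed, all higher in PT + HS. Nr4a1 and Klf4, transcription factors of circulating monocytes, were higher by 0.86 and 0.67 (standard errors 0.35 and 0.30), and the receptor Treml4 by 0.72 (standard error 0.30). In PT these genes differed from Ctrl by -1.32, -0.94 and -1.17, and in PT + HS by -0.47, -0.27 and -0.45. Of 22 measured genes of hypoxia and glycolysis 3 passed as well. The glycolytic enzymes Hk2 and Pfkfb4 were higher in PT + HS than in PT by 0.99 and 0.75 (standard errors 0.26 and 0.23) and Ndrg1, a gene induced by low oxygen, by 0.70 (standard error 0.30). Each list had an adjusted p of 0.0166 in the one-sided Fisher's exact test, and no member passed when adjusted over the list alone. As whole lists, 17 of 18 monocyte markers were higher (median 0.36, adjusted p = 8.53e-06 from limma's camera, adjusted p = 0.425 with an estimated correlation) and 17 of 22 hypoxia genes (median 0.27, adjusted p = 1.48e-05, adjusted p = 0.319 with an estimated correlation). The medians were 0.22 (adjusted p = 0.0748) for the monocyte markers without PT replicate 3, 0.71 without PT replicate 1, and 0.13 (adjusted p = 0.153) for the hypoxia genes without PT replicate 2. With array weights, where PT replicate 1 makes up 86.9% of the PT mean, they were -0.071 (adjusted p = 0.986) for the monocyte markers and 0.10 (adjusted p = 0.293) for the hypoxia genes. Against Ctrl the monocyte markers passed as higher in PT + HS without Ctrl replicate 1 (adjusted p = 0.0179), PT replicate 1 (0.00280), PT replicate 3 (0.0333) or PT + HS replicate 3 (0.0206) and as lower in PT without PT replicate 1 (median -0.37, adjusted p = 0.000409). Every gene tested here has a symbol, so that no gene without one entered these counts.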

For further analysis, we selected 126 genes from the comparison between the two groups PT + HS and PT, with 77 up- and 49 downregulated genes in the PT + HS group compared to the PT group. To broaden our analysis, genes which were significantly differently regulated in the class comparison between the groups PT + HS and Ctrl but showed no significant difference between the groups PT and Ctrl were also included. As a result, 291 up- and 241 downregulated genes were added into the analysis. 13 of these genes were duplicates as they were already included in the comparison between PT + HS and PT animals. 

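Genes that passed the study's thresholds between PT + HS and Ctrl but not between PT and Ctrl were mostly shifted the same way in PT. Csf3r, the receptor of granulocyte colony-stimulating factor, was higher than in Ctrl by 1.29 in PT + HS and by 0.73 in PT, and PT + HS exceeded PT by 0.55 (standard error 0.35 for each). Bnip3, a mitochondrial protein induced by low oxygen, was higher than in Ctrl by 0.95 and 0.25 (standard error 0.34), and the glycolytic regulator Pfkfb3 by 0.80 and 0.23 (standard error 0.25). For the GTPase Nras the differences were -0.60 and -0.57 (standard error 0.19), and PT + HS differed from PT by -0.03. In all 286 genes were of this kind, 193 higher and 93 lower in PT + HS than in Ctrl. Turned by the direction of each gene, their median difference from Ctrl was 0.79 in PT + HS and 0.43 in PT. The sign was the same in both for 279 (97.6%), against 86.2% for simulated unchanged groups with the same Ctrl arrays. These simulations selected more genes than the real data, a median of 749 against 464, so that 86.2% is not read as a chance level. The median difference of PT + HS from PT itself was 0.38 (quartiles 0.27 and 0.54), in a direction that the selection rule favours. By limma 0 of these genes passed an adjusted p under 0.05 in that direct comparison and 44 an unadjusted p under 0.05 in the same direction, so that a difference between PT + HS and PT is not shown for the genes one by one. In PT, 66 genes (23.1%) were past 1.5-fold. With the t-test of the study's methods this part held 436 genes (244 higher, 192 lower) with a median direct difference of 0.28, and 240 of them (55.0%) were past 1.5-fold in PT. Without PT replicate 2 it held 441 genes by limma, 172 higher and 269 lower, and with array weights, where PT replicate 1 makes up 86.9% of the PT mean, 117 higher and 159 lower.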

Using these criteria, the expression of 645 genes was significantly altered four hours after trauma through the additional HS (Figure 2(b)).

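Of the 48 measured genes that the study names in its text or shows in Fig. 3, more passed the study's thresholds against Ctrl than between PT + HS and PT. Zmiz1, a transcriptional coactivator, was higher in PT + HS than in PT by 1.23 (standard error 0.32), with differences from Ctrl of -1.45 in PT and -0.22 in PT + HS. Its 5 probe sets gave -0.51 to 1.23 between PT + HS and PT. Stx3, a protein of vesicle fusion, was higher in PT + HS by 0.59 than in PT and by 0.67 than in Ctrl (standard error 0.29), with 0.08 between PT and Ctrl. Il15, a cytokine that maintains NK cells, was higher than in Ctrl by 1.00 in PT + HS and by 0.72 in PT (standard error 0.33). At the study's thresholds 23 of the 48 genes were higher and 9 lower in PT + HS than in Ctrl, 13 higher and 11 lower in PT than in Ctrl, and 2 higher in PT + HS than in PT. In the fit to all 9 arrays without weights none of the 48 passed an adjusted p under 0.05 from limma in any comparison. With only the arrays of the 2 groups, Cd14, Cd22, Cd244a, Cd79b, H2-DMb2, H2-Oa, Ms4a1 and Tlr13 passed between PT + HS and Ctrl. Their adjusted p was 0.0215 to 0.0490. With array weights several passed between PT and Ctrl, among them Ccr2 (adjusted p = 0.0164) and Cd22 (0.0255). As the study chose the 48 genes on these samples, these counts are not independent evidence. By the study's rule limma selected 464 genes in all, 304 upregulated and 160 downregulated, and 26 met both criteria. Simulated unchanged groups with the same Ctrl arrays gave a median of 749 selected genes. This is more than were observed, so that the simulated count is not read as a chance level. Among the 464 were 13 of the 48, Zmiz1 and Ccl3 directly and Adam9, Apoa1, C5ar1, Ccl6, Csf3r, Foxf1, Il15, Nras, Stx3, Tbc1d23 and Xbp1 through Ctrl. With the t-test of the study's methods 506 genes (289 up, 217 down) were selected, 253 of them in both selections, and 42 of the 48 were among them. The limma selection held 819 genes without PT replicate 1, 1193 without PT replicate 2 (395 up, 798 down) and 882 without PT replicate 3, and 1090 with array weights (449 up, 641 down), where PT replicate 1 makes up 86.9% of the PT mean. From a difference to PT, or to Ctrl where PT alone showed none, the paper concludes that the expression of the selected genes was altered through the additional HS.

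**Figure D1:**
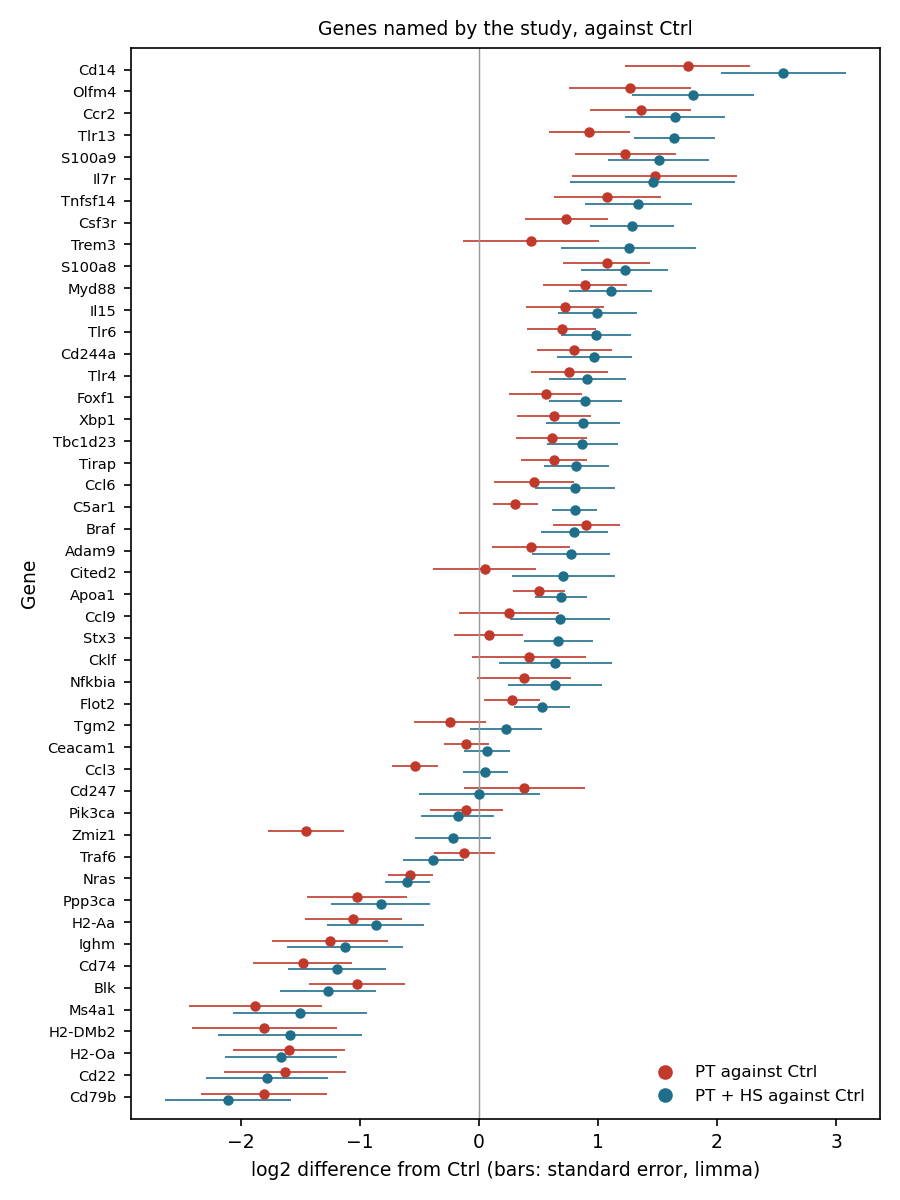
Log2 difference from Ctrl for the 48 measured genes of the study's text and Fig. 3, with PT and PT + HS as points and the standard error from limma as bars. For most genes both points lie on the same side of 0, with 23 higher and 9 lower past the study's thresholds in PT + HS.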

### 3.3. Upregulated Genes Relate to the Innate Immunity

An enrichment analysis was performed with Gene Ontology on the 359 selected upregulated genes, from which 334 had a uniquely mapped ID and were further analyzed. Upregulated pathways strongly affected the innate immune response (fold enrichment (FE) 3.12, *p* = 9.28*E* − 08). 

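Among the upregulated selected genes, receptors of cytokines and chemoattractants of innate immunity were over-represented, together with genes of hypoxia and glycolysis. Of the 20 assignments of the injured animals to PT and PT + HS, however, 18 gave at least as many over-represented lists. The real one gave 3 and the highest other 15, so that the number of such lists does not set the real groups apart. Of 26 measured genes of cytokine receptors and JAK-STAT signaling 6 were selected: Csf3r, Il10rb, Il18rap, Stat3, Tnfrsf1b and Tyk2 (13.8-fold enrichment, adjusted p = 0.000115, one-sided Fisher's exact test). Tyk2, a kinase of interferon and interleukin-12 receptors, was higher in PT + HS than in PT by 0.61 and the TNF receptor Tnfrsf1b by 0.63 (standard errors 0.20 and 0.21), while in PT they differed from Ctrl by -0.84 and -0.39. Of 19 measured chemoattractant receptors and adhesion molecules of neutrophils 4 were selected, C5ar1, Cd177, Ltb4r1 and Selplg (12.6-fold, adjusted p = 0.00518). Selplg, a ligand of selectins, was higher than in Ctrl by 0.82 in PT + HS and by 0.36 in PT (standard error 0.30). Of 22 hypoxia and glycolysis genes 6 were selected, Bnip3, Ddit4, Hk2, Ndrg1, Pfkfb3 and Pfkfb4 (16.3-fold, adjusted p = 7.90e-05). Between PT + HS and PT, 21 of the 26 cytokine receptor genes were higher (median 0.20, adjusted p = 0.00188 from limma's camera, adjusted p = 0.541 with an estimated correlation) and 16 of the 19 chemoattractant receptor genes (median 0.25, adjusted p = 0.000881, adjusted p = 0.425 with an estimated correlation). In neither list did a gene pass when adjusted over the list alone. Without PT replicate 2 the medians were 0.02 (adjusted p = 0.922, with the test turned negative) and 0.11 (adjusted p = 0.221), and without PT + HS replicate 3 they were 0.12 (adjusted p = 0.130) and 0.17 (adjusted p = 0.0911). With array weights, where PT replicate 1 makes up 86.9% of the PT mean, they were -0.058 (adjusted p = 0.988) and 0.14 (adjusted p = 0.499). The cytokine receptor genes had 0.37 without PT replicate 1, 0.36 without PT replicate 3 and 0.30 without PT + HS replicate 2, and the chemoattractant receptor genes 0.38 without PT + HS replicate 2. Of the 451 genes of the Reactome pathway Innate Immune System 11 were among the upregulated genes (1.23-fold, adjusted p = 1), and of 800 pathways 0 passed an adjusted p under 0.05 and 29 an unadjusted p under 0.05. Among the upregulated genes of the selection by the t-test of the study's methods 5 pathways passed, this one included (adjusted p = 0.0271).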

Further evaluation showed a high expression of myeloid leukocyte activation (FE 8.14, *p* = 5.95*E* − 12) and differentiation (FE 5.67, *p* = 1.38*E* − 06). 

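Neutrophil genes were higher in PT + HS than in PT as a group, with no single gene past the test. Of 17 measured neutrophil markers 16 were higher, with a median of 0.54 (adjusted p = 0.000545 from limma's camera, adjusted p = 0.575 with an estimated correlation). The chemokine receptor Cxcr2 was higher by 0.53 (standard error 0.36). Of 22 neutrophil granule genes 19 were higher, with a median of 0.35 (adjusted p = 0.000251, adjusted p = 0.513 with an estimated correlation). Of 13 markers of immature bone marrow neutrophils 11 were higher, with a median of 0.35 (adjusted p = 0.00244, adjusted p = 0.319 with an estimated correlation). Among the latter, Lcn2, which withholds iron from bacteria, was higher by 0.80 (standard error 0.83) and the granule protein Olfm4 by 0.53 (standard error 0.51). Of the granule genes 14 also stand in the other neutrophil lists. The upregulated genes selected by the t-test of the study's methods held 7 of the 17 neutrophil markers (25.9-fold enrichment, adjusted p = 8.59e-08, one-sided Fisher's exact test) and 3 of the 22 granule genes (8.58-fold, adjusted p = 0.0284), against 2 (7.04-fold, adjusted p = 0.286) and 0 in the selection by limma. By limma 0 genes of the lists passed when adjusted over the list alone and 0 when adjusted over all genes. The neutrophil markers had a median of 0.09 (adjusted p = 0.854) without PT replicate 2, 0.40 (adjusted p = 0.0813) without PT + HS replicate 1, 0.33 (adjusted p = 0.0759) without PT + HS replicate 3 and 0.88 without PT + HS replicate 2. The granule genes had 0.11 (adjusted p = 0.215) and the immature markers 0.25 (adjusted p = 0.0610) without PT replicate 2, and 0.21 each (adjusted p = 0.0794 and 0.157) without PT + HS replicate 1, and the granule genes 0.60 without PT replicate 1. With array weights, where PT replicate 1 makes up 86.9% of the PT mean, the medians were -0.13 (adjusted p = 0.588) for the neutrophil markers, -0.049 (adjusted p = 0.905) for the granule genes and 0.01 (adjusted p = 0.244) for the immature markers.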

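The cytokine genes Il1b, Il6 and Tnf did not pass the test between PT + HS and PT. Il1b was higher in PT + HS by 0.72 (standard error 0.52). Il6 lay near the lowest values of the arrays, at 2.55 in PT + HS and 2.69 in PT (SD 0.21 and 0.27), and Tnf differed by -0.30 (standard error 0.19). Il1rn, the antagonist of the interleukin-1 receptor, was higher than in Ctrl by 1.22 in PT + HS and by 0.79 in PT (standard error 0.28). Of 16 measured inflammatory cytokines 8 were higher and 8 lower in PT + HS than in PT, with a median of -0.02 and a mean of 0.05 (adjusted p = 0.978, the test negative as the median). Against Ctrl the medians were 0.05 in PT + HS (adjusted p = 0.0212 from limma's camera, adjusted p = 0.157 with an estimated correlation) and 0.12 in PT (adjusted p = 0.0242, adjusted p = 0.182 with an estimated correlation). Adjusted over the list alone, only Il1rn in PT + HS passed, and none over all genes. Of the 26 genes of cytokine receptors and JAK-STAT signaling, 21 were higher than in Ctrl in PT + HS (median 0.39, adjusted p = 3.06e-09, adjusted p = 0.157 with an estimated correlation) and 16 in PT (median 0.31, adjusted p = 0.00148, adjusted p = 0.525 with an estimated correlation). The cytokine call was lost in PT + HS without Ctrl replicate 1 (adjusted p = 0.0617) or PT + HS replicate 3 (median 0.10, adjusted p = 0.132), and in PT without Ctrl replicate 1 (median 0.21, adjusted p = 0.0639), PT replicate 1 (0.0641) or PT replicate 2 (0.0590). The receptor call in PT was lost without PT replicate 1 (median 0.08, adjusted p = 0.0641) or PT replicate 3 (median 0.25, adjusted p = 0.161), and its median was 0.21 without Ctrl replicate 2 and 0.53 without PT replicate 2. The cytokine medians reached 0.13 in PT + HS without Ctrl replicate 3 or PT + HS replicate 2 and 0.10 without PT + HS replicate 1, and in PT 0.26 without Ctrl replicate 3 and 0.24 without PT replicate 3.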

A positive regulation of cytokine secretion (FE 4.28, *p* = 4.75*E* − 05), specifically of IL-6 (FE 6.18, *p* = 4.26*E* − 06) (Figure 3(a)), IL-1*β* (FE 7.71, *p* = 2.32*E* − 04), and tumor necrosis factor (TNF) production (FE 5.37, *p* = 3.53*E* − 05), as well as an enhanced expression of the cytokine-mediated signaling pathway (FE 4.12, *p* = 5.16*E* − 07), was found. 

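Xbp1, a transcription factor of the unfolded protein response, had log2 values of 9.42 (SD 0.23) in PT + HS, 9.17 (SD 0.68) in PT and 8.54 (SD 0.25) in Ctrl. PT + HS exceeded PT by 0.24 and Ctrl by 0.88 (standard error 0.31). The endotoxin receptor Tlr4 was higher than in Ctrl by 0.91 in PT + HS and by 0.76 in PT, and PT + HS exceeded PT by 0.15 (standard error 0.32). Tlr6, a receptor of bacterial lipopeptides, was higher than in Ctrl by 0.98 and 0.70, with 0.29 between PT + HS and PT (standard error 0.29). Tbc1d23, a regulator of vesicle transport, was higher by 0.87 and 0.61, with 0.26 between both (standard error 0.30). None of the 7 measured genes of Fig. 3(a) passed an adjusted p under 0.05 from limma fitted to all 9 arrays without weights. Past the study's thresholds were 6 in PT + HS against Ctrl, 4 in PT against Ctrl and 0 in PT + HS against PT. The t-test of the study's methods gave 6, 0 and 0 in this order, and 6 were past 1.5-fold in PT but missed its p. The PT + HS and Ctrl animals did not overlap in 6 of the 7, with 10% by chance for 3 against 3, and the study chose this list on the same samples, so that it is not independent evidence. The exception was Traf6, which differed from Ctrl by -0.38 in PT + HS with the probe set used and by -0.38 to 0.60 over its 5 probe sets.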

Upregulated genes involved in the positive regulation of IL-6 production included amongst others the chemokine receptor CCR5, X-box binding protein 1 (XBP1), and toll-like receptors (TLR) 4 and 6. Genes involved in neutrophil chemotaxis (FE 7.21, *p* = 1.05*E* − 05) (Figure 3(b)), such as the chemokines CCL-3, -6, and -9, the S100 proteins A8 and A9, and the complement receptor C5aR1, as well as in the positive regulation of cell adhesion (FE 2.77, *p* = 1.92*E* − 05) (Figure 3(c)), including the chemokine receptors CCR-2 and -5 and ADAM9 (a disintegrin and metalloproteinase domain-containing protein 9), were also highly expressed. 

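Of the study's chemotaxis genes only Ccl3 was past the study's thresholds between PT + HS and PT. Ccl3, a chemokine of myeloid cells, was higher in PT + HS than in PT by 0.59 (standard error 0.19), where PT differed from Ctrl by -0.54 and PT + HS by 0.06. C5ar1, the receptor of the complement fragment C5a, was higher in PT + HS than in PT by 0.50 (95% confidence interval 0.08 to 0.92) and than in Ctrl by 0.80 (standard error 0.19). The chemokine Ccl6 exceeded Ctrl by 0.81 in PT + HS and by 0.46 in PT (standard error 0.34). S100a9 exceeded Ctrl by 1.51 and 1.23 (standard error 0.42) and its partner S100a8 by 1.22 and 1.07 (standard error 0.37). All 9 genes of Fig. 3(b) were higher in PT + HS than in PT, 1 of them past the study's thresholds, and 5 passed against Ctrl in PT + HS and 2 in PT. Of the 18 measured adhesion genes of Fig. 3(c) 15 were higher in PT + HS than in PT, 1 past the thresholds, and against Ctrl 11 passed as higher in PT + HS and 5 as higher and 1 as lower in PT. By the t-test of the study's methods 8 genes of Fig. 3(b) and 13 of Fig. 3(c) passed as higher in PT + HS against Ctrl. In PT 0 and 0 passed as higher, where 3 and 8 were higher by 1.5-fold but missed its p. As lower in PT, 1 gene of Fig. 3(c) passed. Ccr2, the receptor that brings monocytes out of bone marrow, exceeded Ctrl by 1.64 and 1.36 (standard error 0.42), and the metalloprotease Adam9 by 0.77 and 0.44 (standard error 0.33). These lists were chosen by the study on the same samples and are not independent evidence. None of the genes passed an adjusted p under 0.05 from limma fitted to all 9 arrays without weights. Probe sets disagreed for Tgm2, with -0.01 to 0.87 between PT + HS and PT over 6, and for Ceacam1, with -0.69 to 0.07 between PT + HS and Ctrl over 8. Of 18 chemokines of a fixed list 15 were higher in PT + HS than in PT (median 0.12, adjusted p = 0.0221 from limma's camera, adjusted p = 0.319 with an estimated correlation). The upregulated genes selected by the t-test held 3 of these (10.5-fold enrichment, adjusted p = 0.0174, one-sided Fisher's exact test) and those selected by limma 2 (6.65-fold, adjusted p = 0.286). This call was lost without PT replicate 2 (median 0.13, adjusted p = 0.0777), PT replicate 3 (0.07, adjusted p = 0.276), PT + HS replicate 1 (0.18, adjusted p = 0.0813) or PT + HS replicate 3 (0.19, adjusted p = 0.131) and with array weights (0.10, adjusted p = 0.588), where PT replicate 1 makes up 86.9% of the PT mean, and the median was 0.18 also without PT + HS replicate 2. In PT + HS against Ctrl the chemokines had a median of 0.11 and did not pass (adjusted p = 0.0509), but did without Ctrl replicate 1 (0.0498), Ctrl replicate 2 (0.0460), PT replicate 1 (0.0247), PT replicate 2 (0.0467) or PT + HS replicate 2 (0.0329).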

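The lipopolysaccharide coreceptor Cd14 was higher than in Ctrl by 2.56 in PT + HS and by 1.75 in PT, and PT + HS exceeded PT by 0.81 (standard error 0.52). Tlr13, a receptor of bacterial ribosomal RNA, was higher than in Ctrl by 1.64 and 0.93, with 0.71 between PT + HS and PT (95% confidence interval -0.05 to 1.47). The adaptors Myd88 and Tirap exceeded Ctrl by 1.11 and 0.82 in PT + HS and by 0.89 and 0.63 in PT (standard errors 0.35 and 0.28), and Nfkbia, an inhibitor of NF-kB, by 0.64 and 0.38 (standard error 0.39). Together with Tlr4 and Tlr6 these are 7 genes of the study, higher in each comparison, with 6 past the study's thresholds against Ctrl in either group by limma and 0 between PT + HS and PT. With the t-test of the study's methods 7 passed in PT + HS, 0 in PT and 0 between PT + HS and PT, and 6 were past 1.5-fold in PT but missed its p. They were chosen on these samples and are not independent evidence. In a fixed list of 29 measured genes of toll-like receptor signaling 17 were higher and 12 lower in PT + HS than in PT (median 0.17, adjusted p = 0.0229 from limma's camera, adjusted p = 0.513 with an estimated correlation). Adjusted over the list alone only Tab1 passed, and no gene over all genes. The PT mean of Tab1, 4.02, lay below the median of 4.29 over the means of all genes. The upregulated genes selected by the t-test held 7 of the 29 (15.2-fold enrichment, adjusted p = 4.39e-06, one-sided Fisher's exact test) and those selected by limma 1 (2.06-fold, adjusted p = 1), and the Reactome pathway Toll-Like Receptors Cascades had an adjusted p of 0.0271 in the former. Against Ctrl 21 were higher in PT + HS (median 0.22, adjusted p = 7.50e-05, adjusted p = 0.157 with an estimated correlation), with Cd14, Tlr13 and Tlr2 past the list alone. In PT the median was 0.09 (adjusted p = 0.0975). The call between PT + HS and PT was lost without PT replicate 2 (median 0.02, adjusted p = 0.543), PT replicate 3 (0.17, adjusted p = 0.151) or PT + HS replicate 3 (0.09, adjusted p = 0.0668). It was also lost with array weights, where PT replicate 1 makes up 86.9% of the PT mean (-0.12, adjusted p = 0.794). The median was 0.40 without PT replicate 1. PT passed against Ctrl without Ctrl replicate 1 (median 0.30, adjusted p = 0.0277) or PT replicate 2 (0.10, adjusted p = 0.0192). With array weights PT passed as well (0.17, adjusted p = 0.00514).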

Upregulated pathways further included the toll-like receptor signaling pathway (FE 7.12, *p* = 1.09*E* − 04) with an overexpression of TLR 4, 6, and 13, as well as CD14, myeloid differentiation primary response gene 88 (MYD88), toll-interleukin 1 receptor domain containing adaptor protein (TIRAP), and NF*κ*B inhibitor alpha (NFKBIA) (Figure 3(d)). Regarding intracellular signaling, a positive regulation of the JNK cascade (FE 4.47, *p* = 3.17*E* − 05), the ERK1 and ERK2 cascades (FE 3.21, *p* = 3.49*E* − 04), the stress-activated MAPK cascade (FE 4.04, *p* = 3.99*E* − 05), and the I*κ*B kinase/NF*κ*B signaling (FE 4.23, *p* = 4.54*E* − 04) was found.

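Genes of the MAP kinase and NF-kB pathways did not pass as groups between PT + HS and PT. Of 24 measured genes of MAP kinase cascades 17 were higher, with a median of 0.10 (adjusted p = 0.0758 from limma's camera). The kinase Braf was higher than in Ctrl by 0.90 in PT and by 0.80 in PT + HS, and PT + HS differed from PT by -0.10 (standard error 0.28). Map3k8, a kinase that activates ERK downstream of toll-like receptors and is named here after its values were seen, exceeded Ctrl by 0.67 in PT + HS and by 0.53 in PT (standard error 0.47). The genes of JNK1 (Mapk8) and p38 alpha (Mapk14), named here for these cascades after their values were seen, were higher in PT + HS than in PT by 0.01 and 0.23 (standard errors 0.22 and 0.21). Of 14 measured genes of NF-kB and its feedback inhibitors 7 were higher and 7 lower, with a median of 0.01 (adjusted p = 0.998, the test negative). Against Ctrl the 24 MAP kinase genes had a median of -0.08 in PT + HS (adjusted p = 0.693) and -0.14 in PT (adjusted p = 0.0501), and the NF-kB genes passed in neither group (adjusted p = 0.879 and 0.922). Transcript levels do not measure the phosphorylation by which these cascades act. Between PT + HS and PT the MAP kinase genes passed as higher without PT replicate 1 (adjusted p = 0.0109) or PT + HS replicate 2 (adjusted p = 0.0351), and the NF-kB genes as lower without PT replicate 2 (median -0.23, adjusted p = 0.00950). In PT against Ctrl the MAP kinase genes passed as lower without Ctrl replicate 2 (adjusted p = 0.0383), PT replicate 1 (0.0113), PT + HS replicate 2 (0.0478) or PT + HS replicate 3 (0.0491), and the NF-kB genes as higher without PT replicate 2 (median 0.26, adjusted p = 0.0157).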

### 3.4. Downregulated Genes Affect Pathways of the Adaptive Immune System

Evaluation of the 288 downregulated genes, from which 262 had a uniquely mapped ID and were included in the enrichment analysis, showed that significantly modulated pathways relate largely to the adaptive immune system. 

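Genes of adaptive immunity were not over-represented among the 160 downregulated genes selected by limma, since B-cell and MHC class II genes were for the most part called in PT as well. By the one-sided Fisher's exact test 0 of 32 fixed lists passed an adjusted p under 0.05 among the downregulated genes, and 0 an unadjusted p under 0.05. No B-cell marker and no MHC class II gene was in this selection. Of the 361 genes of the Reactome pathway Adaptive Immune System 5 were selected, named after their values were seen: Dctn4, Fgfr4, Nras, Phlpp1 and Psmd7 (1.49-fold enrichment, adjusted p = 1). In the selection made with the t-test of the study's methods, 12 of 18 B-cell markers were among the downregulated genes (55.9-fold, adjusted p = 6.81e-18), with Cd22, Cd79b, Ms4a1, Ebf1 and Cxcr5 among them. The same selection held 8 of 11 genes of MHC class II antigen presentation (61.0-fold, adjusted p = 1.84e-12) and 4 of 20 genes of B-cell receptor signaling (16.8-fold, adjusted p = 0.000750), and the Reactome pathway Adaptive Immune System passed there (adjusted p = 0.0271). The B-cell markers and the B-cell receptor list share 5 genes.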

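B-cell markers and MHC class II genes were lower than in Ctrl in both injured groups, and T-cell markers were not. Of 18 measured B-cell markers 18 were lower in PT + HS, with a median of -1.52 (adjusted p = 3.19e-22 from limma's camera, adjusted p = 0.157 with an estimated correlation), and 17 in PT, with a median of -1.58 (adjusted p = 1.21e-18, adjusted p = 0.182 with an estimated correlation). Of these 9 were higher and 9 lower in PT + HS than in PT, with a median of -0.05 (adjusted p = 0.628). Of 11 measured MHC class II genes 10 were lower than in Ctrl in either group, with medians of -1.04 in PT + HS (adjusted p = 2.13e-07, adjusted p = 0.157 with an estimated correlation) and -1.08 in PT (adjusted p = 1.71e-08, adjusted p = 0.202 with an estimated correlation), and 8 were higher in PT + HS than in PT (median 0.14, adjusted p = 0.463). Of 18 T-cell markers 11 were higher than in Ctrl in PT + HS (median 0.05, adjusted p = 0.501) and 15 in PT (median 0.22, adjusted p = 0.0683), and 16 were lower in PT + HS than in PT (median -0.19, adjusted p = 0.197). Adjusted over the list alone, 14 B-cell markers passed in PT + HS and 16 in PT, and 0 and 7 MHC class II genes. Adjusted over all genes, 0 of them passed in the fit to all 9 arrays without weights or a covariate. With only the arrays of the 2 groups, several B-cell markers passed in PT + HS, among them Ebf1 (adjusted p = 0.0117) and Cxcr5 (0.0149). Ighm belongs to the immunoglobulin genes, whose probes are near-identical, and is uncertain. The mean of the B-cell markers relative to all arrays was 0.52, 1.05 and 1.42 in Ctrl, -0.60, -1.40 and 0.59 in PT and -0.77, -0.29 and -0.53 in PT + HS, and the smallest p of an exact permutation test of 3 against 3 is 0.1. Between PT + HS and PT the medians without PT replicate 2 were -0.57 (adjusted p = 0.00194) for B-cell markers, -0.81 (adjusted p = 1.78e-05) for T-cell markers and -0.26 (adjusted p = 0.160) for MHC class II genes. Without PT replicate 3 they were 0.49 (adjusted p = 0.000578), 0.29 (adjusted p = 0.0471) and 0.55 (adjusted p = 0.000104) in this order, and T-cell markers had -0.39 (adjusted p = 0.0164) without PT + HS replicate 2. In PT against Ctrl the MHC class II median was -0.69 without PT replicate 2. Against Ctrl T-cell markers passed as higher in PT without Ctrl replicate 3 (median 0.50, adjusted p = 0.00227) or PT replicate 2 (0.62, adjusted p = 1.95e-06). They did so too with array weights (0.20, adjusted p = 0.0418), where PT replicate 1 makes up 86.9% of the PT mean. In PT + HS they passed without Ctrl replicate 3 (0.28, adjusted p = 0.0373).

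**Figure D2:**
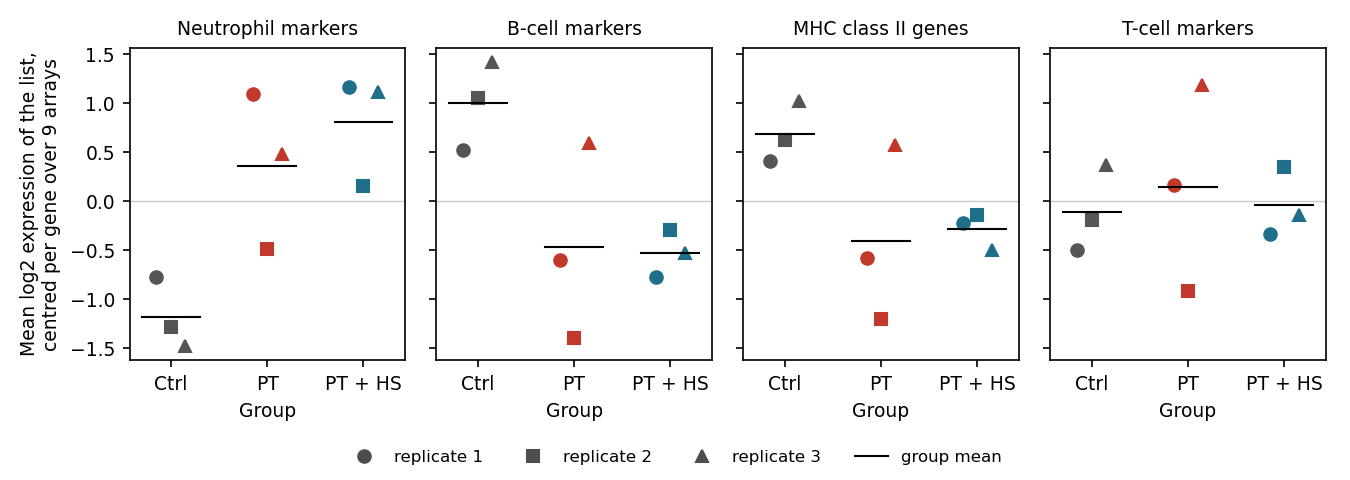
Mean of the neutrophil markers, B-cell markers, MHC class II genes and T-cell markers on each array, as the log2 value minus the mean of each gene over all 9 arrays, with 1 point per animal and a line at the group mean. B-cell markers lie between 0.52 and 1.42 in Ctrl, and in PT between -1.40 (replicate 2) and 0.59 (replicate 3).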

Pathway analysis showed a downregulation of B-cell (FE 7.31, *p* = 2.68*E* − 05) (Figure 3(e)) and T-cell activation (FE 6.12, *p* = 8.53*E* − 05) (Figure 3(f)), as well as of the MHC class II protein complex (FE 33.99, *p* = 1.84*E* − 06). Downregulated genes included different B-cell receptors or antigens, such as CD19, CD22, CD79b (B-cell activation) and HLA class II histocompatibility antigens playing a role in MHC class II protein complex binding, such as H2-Aa, H2-Oa, and H2-DMb2 (T-cell activation). 

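The B-cell genes of this group had lower means than in Ctrl in PT as well, but the t-test of the study's methods called most of them in PT + HS and none in PT. Cd22, an inhibitory coreceptor of B cells, differed from Ctrl by -1.78 in PT + HS and by -1.63 in PT, and PT + HS from PT by -0.15 (standard error 0.51). For Cd79b, a signaling chain of the B-cell receptor, these values were -2.10, -1.80 and -0.30 (standard error 0.53), with a 95% confidence interval of -1.49 to 0.89 between PT + HS and PT. The kinase Blk had -1.27, -1.02 and -0.25 (standard error 0.40). Among MHC class II genes, H2-Oa differed from Ctrl by -1.66 in PT + HS and by -1.59 in PT (standard error 0.47), and H2-DMb2 by -1.58 and -1.80 (standard error 0.61). H2-Aa differed by -0.87 and -1.05 (standard error 0.41), and its 4 probe sets gave -1.82 to -0.87 in PT + HS. The differences of PT + HS from PT were -0.06, 0.22 and 0.19 for these 3 genes. Of the 7 measured B-cell genes of Fig. 3(e) 5 were lower past the study's thresholds by limma in PT + HS and 5 in PT, and of the 8 T-cell genes of Fig. 3(f) 4 and 5. With the t-test 6 and 6 genes of these lists passed in PT + HS and 0 and 0 in PT, where 5 and 5 were lower by 1.5-fold but missed its p. In PT replicate 3 the mean of the B-cell markers, 0.59 relative to all arrays, lay within the range of the Ctrl animals, 0.52 to 1.42. Of either list 0 genes passed between PT + HS and PT with limma or the t-test. By limma fitted to all 9 arrays without weights 0 had an adjusted p under 0.05 in any comparison. With only the arrays of the 2 groups, Cd22, Cd79b, H2-Oa and H2-DMb2 passed as lower in PT + HS than in Ctrl (adjusted p = 0.0326 to 0.0415). With array weights, where PT replicate 1 makes up 86.9% of the PT mean, these genes passed as lower in PT than in Ctrl (adjusted p = 0.0191 to 0.0317). The study chose these lists on the same samples, so that they are not independent evidence.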

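Cd74, the invariant chain that guides MHC class II molecules, had log2 values of 11.01 (SD 0.37) in Ctrl, 9.53 (SD 0.96) in PT and 9.82 (SD 0.23) in PT + HS. PT + HS differed from Ctrl by -1.19 (standard error 0.41, adjusted p = 0.821 from limma), a fold change of 0.438, and PT by -1.48. Ms4a1, which encodes the B-cell surface protein CD20, had 10.01 (SD 0.37) in Ctrl, 8.13 (SD 1.39) in PT and 8.51 (SD 0.30) in PT + HS. PT + HS differed from Ctrl by -1.50 (standard error 0.56, adjusted p = 0.871), a fold change of 0.353, and PT by -1.87. Its 2 probe sets gave -1.50 and -2.02. PT + HS exceeded PT by 0.29 for Cd74 and by 0.37 for Ms4a1, less than 1 standard error each.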

CD74 (fold change PT + HS vs. Ctrl: 0.44), also known as HLA class II histocompatibility antigen gamma chain, and MS4A1 (Fold Change PT + HS vs. Ctrl: 0.25), also known as CD20, a B-cell surface molecule, were also downregulated. Selected significantly up- and downregulated pathways are shown in summary in Figure 4.

## 4. Discussion

As molecular phenotyping technologies became more and more available, the idea of a gene panel being used in the clinical routine of trauma care has evolved [20, 21]. Besides potential new diagnostic markers, novel therapeutic targets can also be investigated through gene expression analysis of patients and in experimental animal models. In the present study, we took advantage of these techniques and showed, using the whole blood leukocyte population, that innate immunity genes were upregulated, and adaptive genes were downregulated following trauma with additional hemorrhagic shock.

Our PT mouse model with HS has been specifically developed to mimic in a highly standardized manner a hemodynamically stable or instable polytrauma. The combined injury affected the head, chest, and lower extremities with an Abbreviated Injury Scale (AIS) of 3, 3-4, and 3, respectively, and therefore resulted in an estimated Injury Severity Score (ISS) of 27 to 34 [17]; therefore, our model represents a trauma cohort with a rather severe injury pattern.

A “genomic storm” with an altered expression of over 80% of the leukocyte transcriptome over the first 28 days has been described in patients after severe blunt trauma, as well as burn injury and endotoxemia. Amongst the ten gene pathways with the highest increase in expression after injury were integrin signaling, leukocyte extravasation, toll-like receptor signaling, and IL-6 signaling [12]. Here, a parallel can be drawn to our experimental study, as the additional hemorrhage also lead to an overexpression of closely related pathways. In evaluated patients, upregulation of IL-6 and p38 MAPK signaling as well as downregulation of antigen presentation and T-cell regulation was associated amongst others with a complicated recovery. As these pathways were also highly expressed in our analysis, this could indicate a pivotal role of hemorrhage in increasing complications. However, clinical parameters associated with a poor recovery, such as high ISS, massive blood transfusion, or pronounced shock assessed by base deficit, had a surprisingly limited effect on the gene expression in these trauma patients, questioning hemorrhage as a main culprit of immune dysregulation after trauma [12].

Another study, focusing on the hyperacute time window after critical injury in patients, postulated that the early change in genomic activation is crucial for the later development of MODS. It was hypothesized that shock could act as a major driver of the early change in the genomic response, as patients who showed higher base deficits and lactate levels at admission demonstrated significantly altered gene expression in peripheral leukocytes immediately after injury and later developed MODS [22]. As there was a clear shift in the immune transcriptomic profile due to the hemorrhagic shock, our analysis confirms this hypothesis and clearly points to a significant role of hemorrhage in trauma-induced immune dysbalance. The impact of an additional hemorrhagic shock on the development of organ injury and dysfunction after trauma has also been recently demonstrated by our group [17].

Increased levels of IL-6 have been detected in trauma patients with hemorrhagic shock compared to severely injured patients without hemorrhage [6]. Likewise, the additional hemorrhagic shock in our experimental mouse model leads to an overexpression of genes involved in the positive regulation of IL-6 production. IL-6 acts as a keystone cytokine in the posttraumatic immune response with context-dependent pro- and anti-inflammatory effects; the assessment of serum IL-6 concentrations within the first 24 hours after trauma has shown potential in predicting posttraumatic complications, such as MODS and mortality [23].

Neutrophils are the first cells recruited to a site of inflammation or tissue damage as part of the innate immune response, guided by the release of chemoattractants, such as chemokines, complement anaphylatoxins, lipid derivates, and N-formylated peptides from different origins [24, 25]. The complement activation product C5a, a most potent chemotactic anaphylatoxin, interacts amongst others with the G-protein-coupled receptor C5aR1, which was upregulated in PT + HS animals. Blockage of the C5a-C5aR1 axis has been shown to result in improved neutrophil and organ function as well as outcome after experimental sepsis [26, 27]. C5a signaling through C5aR1 results in a strong proinflammatory response. A second C5a receptor has been described, C5aR2, which interestingly seems to counteract the strong C5aR1 response, and it remains to be shown what relative relevance these two C5a receptors have under pathophysiological conditions like trauma [28]. However, the translation of these results into the clinical context of trauma and HS is still pending. S100A8 and A9, both upregulated through the additional HS in our analysis, are released during activation of phagocytes and act mainly as the heterodimer calprotectin as endogenous activators of TLR4, as well as being involved in chemokine secretion and the recruitment of leukocytes [29–31]. Calprotectin is seen as a candidate diagnostic biomarker for inflammatory or autoimmune diseases; fecal calprotectin is already used in the clinical routine as a diagnostic marker for inflammatory bowel disease. In human sepsis and septic shock, S100A8/A9 was proposed as a diagnostic and prognostic marker, and the potential role as a therapeutic target is still a topic of ongoing research [32, 33].

Besides chemotaxis, cell adhesion plays a further crucial role in leukocyte recruitment, as both enable leukocyte extravasation and migration to the site of inflammation or tissue damage [34]. Overexpressed genes involved in cell adhesion included ADAM9, a member of the ADAM (a disintegrin and metalloprotease domain) family participating in cell-cell and cell-matrix interactions. Through its metalloprotease activity and interaction with integrins, ADAM9 modulates cell adhesion and promotes neutrophil chemotaxis and activation [35]. It has been proposed as a biomarker for tissue damage and shown to be of particular use in excluding a confounding effect of an infection, as in vitro exposure to pathogen-associated molecular patterns (PAMPs) leads to a very limited change in the expression of ADAM9, in contrast to many other biomarkers. [36].

In our model, hemorrhage leads to an upregulation of the toll-like receptors 4, 6, and 13 and further genes involved in the TLR signaling pathway. Toll-like receptors are genetically conserved pattern recognition receptors, and its ligands include different PAMPs and host-derived DAMPs. TLR4 mediates systemic inflammation and end-organ damage after trauma, but also plays a central component in noninfectious pathophysiological processes [37, 38]. Eritoran, an inhibitor of the TLR4 function, has been proposed as a promising treatment option for patients with trauma and hemorrhage to prevent multiple organ failures, as it suppressed HS-induced inflammation and organ damage in a mouse model of hemorrhage and reperfusion with reduced liver damage and gut barrier permeability, as well as an attenuated release of IL-6 [39–41]. However, in a phase 3 trial, Eritoran failed to reduce mortality in severe sepsis [42].

In the present study, we observed a significant downregulation of genes associated with activation of adaptive immunity after additional hemorrhage. 

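Cd247, the zeta chain through which the T-cell receptor signals, had log2 values of 6.51 (SD 0.49) in PT + HS, 6.89 (SD 1.07) in PT and 6.51 (SD 0.62) in Ctrl. PT + HS differed from PT by -0.38 and from Ctrl by 0.00 (standard error 0.51). Its 4 probe sets gave -0.97 to 0.06 between PT + HS and Ctrl. Of 23 measured genes of T-cell receptor signaling and costimulation 14 were lower in PT + HS than in PT (median -0.05, adjusted p = 0.695 from limma's camera) and 13 lower than in Ctrl (median -0.04, adjusted p = 0.439). Between PT and Ctrl the median was 0.09 and the mean -0.07 (adjusted p = 0.837, the test negative as the mean). In the comparison of PT + HS with PT the median was -0.42 (adjusted p = 0.00210) without PT replicate 2 and 0.22 (adjusted p = 0.0202) without PT replicate 3. Between PT and Ctrl it was 0.35 (adjusted p = 0.0159) without PT replicate 2 and -0.44 (adjusted p = 0.0108) without PT replicate 3.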

The reduced expression of CD247 (CD3 subunit zeta) as part of the T-cell receptor-CD3 complex and of HLA class II histocompatibility antigens involved in MHC class II protein complex binding, such as H2-Aa, H2-Oa, H2-DMb2, and CD74, points to diminished antigen presentation. CD19 is upregulated during B-cell maturation, with a lower expression in immature than in mature B-cells; it has been shown to be especially critical for modulation of B-cell receptor-dependent and independent signaling [43]. The expression of CD22 is strictly limited to B-cells and negatively regulates B-cell receptor signaling [44]. The detected downregulation of genes involved in T- and B-cell activation is indicative of deficits in translation of antigen recognition into an effective cellular and humoral response and may provide an explanation of the impaired posttraumatic response of adaptive immunity [45].

Even though the present mouse model may be considered of clinical relevance, this study has some limitations. Analysis was restricted to one time point at four hours after trauma, and genomic expression was analyzed only in blood leukocytes. An implementation of a chronological sequence of analysis and a differentiation of immune cells could potentially provide a more detailed insight into the temporal changes of the genomic expression and specific alterations in cell types associated with the innate or adaptive immunity. In addition, the suitability of murine models for research on inflammation and immune responses remains controversial [46–49]. Furthermore, patient heterogeneity, including age, gender, medical history, and administration of blood transfusions as well as a pharmacopeia of drugs given to injured patients are normally not mimicked in experimental studies. Nevertheless, the high standardization of our model and the direct comparison between severely injured mice with and without hemorrhagic shock allowed us to specifically investigate the effects of an additional hemorrhage on the posttraumatic immune response.

## 5. Conclusion

Taken together, hemorrhage seems to aggravate the immune dysbalance in mice after severe injury, as molecular pathways and biological processes of the innate immune system were upregulated, whereas those of the adaptive immunity were downregulated already four hours after trauma by an additional hemorrhagic shock. Underlying mechanisms remain unknown and may include enhanced release of DAMPs or factors induced by tissue ischemia and reperfusion, making further investigations, potentially also in large animal models or patients essential. This dysregulation might play a contributing factor in the development of MODS in patients after trauma and hemorrhage, demonstrating the potential of not only diagnostic markers but also novel therapeutic targets in the innate and adaptive immunity.

## Figures and Tables

**Figure 1:**
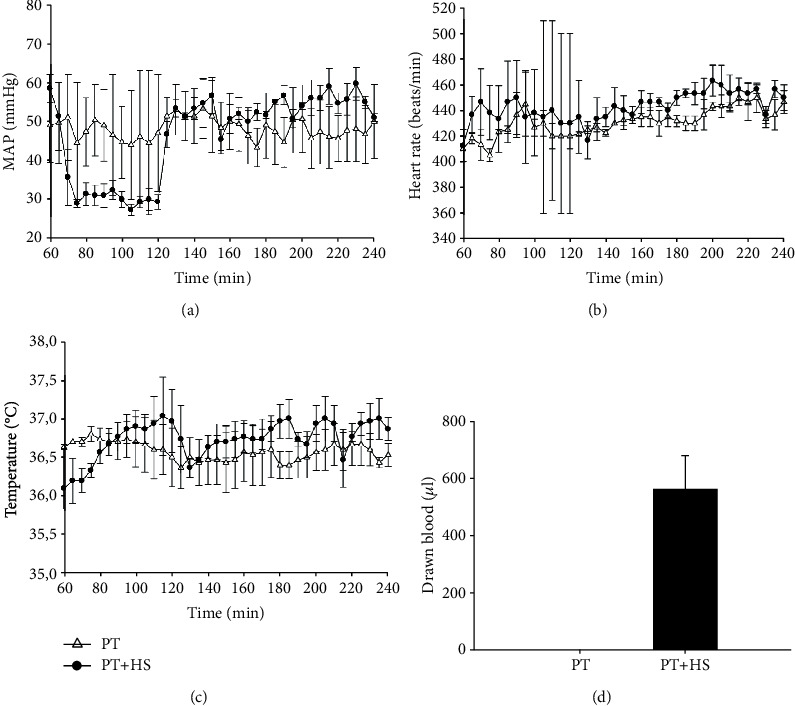
Mean arterial pressure (MAP) (a), heart rate (b), body temperature (c), and volume of blood drawn for the induction of the hemorrhagic shock (d) in mice after polytrauma (PT) and polytrauma with hemorrhagic shock (PT + HS).

**Figure 2:**
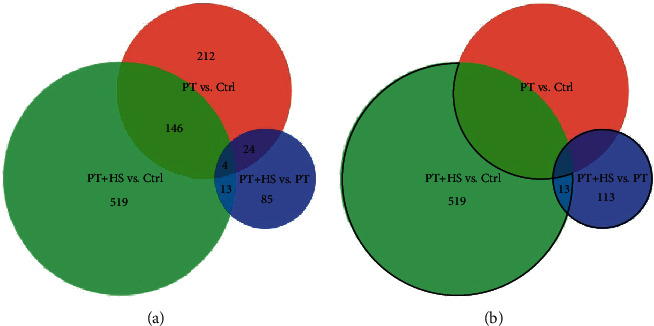
Venn diagram demonstrating the number of differentially expressed genes after exclusion of genes without gene symbols in the comparisons between the three experimental groups (a). Genes included in the enrichment analysis are bordered in black (b). Significantly up- and downregulated genes in the class comparison between the groups PT + HS and PT (blue, 126 genes) were analyzed. Genes up- or downregulated in the group PT + HS (green) but not in the group PT (red), both times compared to the Ctrl group, were also included (532 genes). 13 genes were duplicates as they fulfilled both the inclusion criteria.

**Figure 3:**
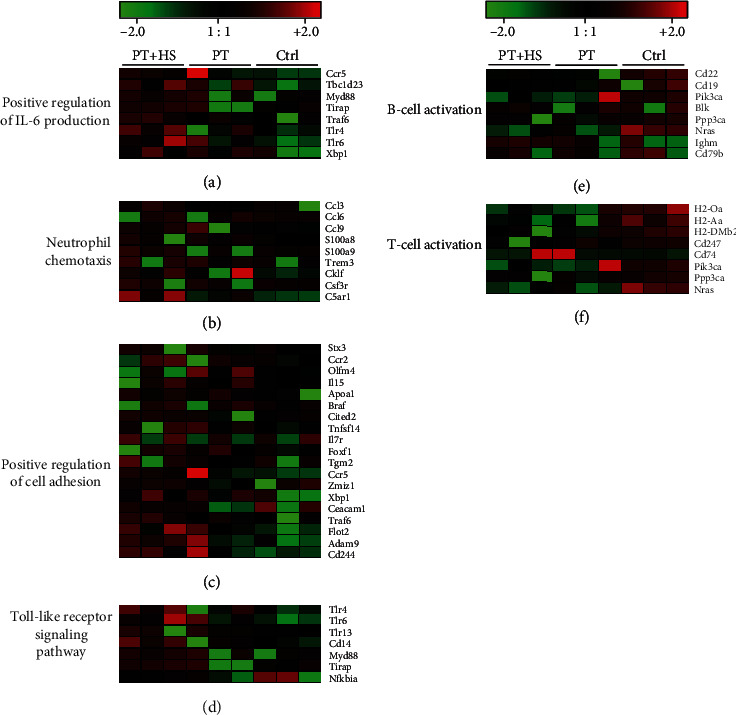
Heat map demonstrating the gene expression in the three experimental groups PT + HS, PT, and Ctrl; each column represents one animal. The high expression value of genes is shown in red and the low expression in green. Significantly upregulated genes of the pathways positive regulation of IL-6 production (a), neutrophil chemotaxis (b), positive regulation of cell adhesion (c), and toll-like receptor signaling pathway (d), as well as significantly downregulated genes of the pathways B-cell activation (e) and T-cell activation (f) are shown.

**Figure 4:**
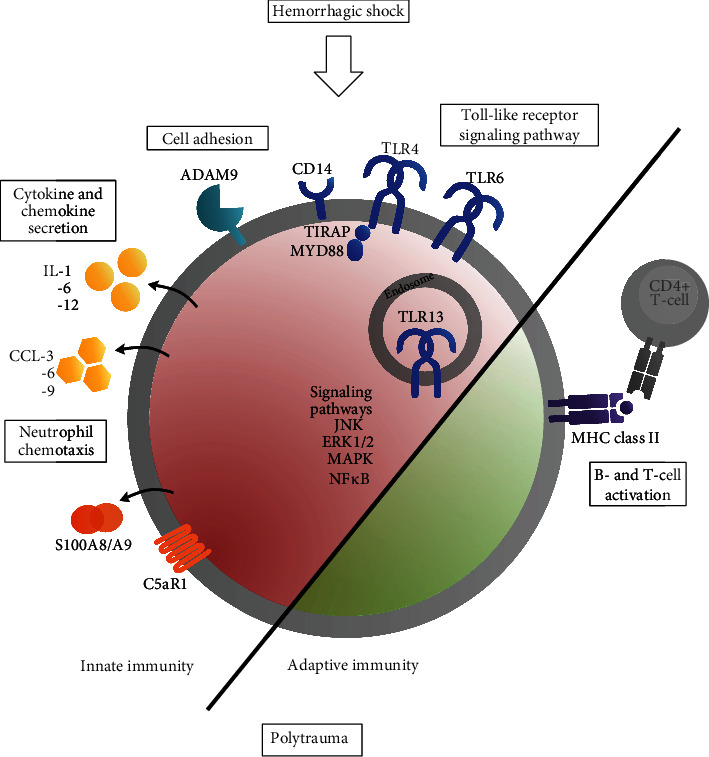
Selected pathways up- and downregulated by the additional hemorrhagic shock. Upregulated pathways (red) include cytokine and chemokine secretion, neutrophil chemotaxis, cell adhesion, and the toll-like receptor signaling pathway and affect mainly the innate immune response. Signaling pathways such as the JNK, ERK1/2 and MAPK cascades, and NF*κ*B signaling were also upregulated. Downregulated pathways (green) affect largely the adaptive immunity, such as B- and T-cell activation as well as the MHC class II protein complex.

## Data Availability

The microarray data used to support the findings of this study have been deposited in the Gene Expression Omnibus database (GEO accession number GSE160905). All other relevant data are included in this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

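Blood RNA of 3 Ctrl, 3 PT and 3 PT + HS mice was compared, 1 array per animal. The paper gives 3 animals per group, taken here as the replicates, and the sources used here name no pairing of animals by replicate number. The authors made the deposited log2 values by robust multiarray average, that is background correction, quantile normalization between arrays and a summary per probe set. The paper names Expression Console and BRB-ArrayTools for this and software versions are not given in the sources used here. The array type named in the paper differs from that of the deposited probe set names. The raw images were not used here, so that background and normalization are those of the authors. All 9 columns of values were used. The lowest value was 1.74 and the highest 14.7.

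Probe sets were annotated with the annotation of their own array type. Of 45101 probe sets, 932 with several symbols and 9211 with none were left out, and current symbols were matched through the Entrez ID for 34754. One value per gene was used, from the probe set with the highest mean over the 9 arrays, for 9182 genes with a single probe set and 9012 with several. No filter on low values was applied. The fit was made in R 4.3.3 with limma 3.58.1, with a mean per group, contrasts for the 3 comparisons, moderated two-sided tests and Benjamini-Hochberg adjustment over 18194 genes within a comparison. The study's selection rule was applied to calls at its thresholds: called between PT + HS and PT, or called between PT + HS and Ctrl and not between PT and Ctrl.

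Gene lists and the rule for named genes were written from textbook knowledge before the data were examined. So were most alternatives and the tests, except those named below as chosen after the result was seen. Named are up to 10 genes per direction and comparison with the largest difference and no overlap between groups, first from genes with an adjusted p under 0.05 and then from those past the study's thresholds, every gene the study names, and the 2 to 4 members of each list with the smallest adjusted p. Genes of near-identical families are named as uncertain, and some genes are not reported here. The lists cover toll-like receptor signaling, NF-kB, inflammatory cytokines, cytokine receptors, chemokines, chemoattractant receptors and adhesion, neutrophil granules, MHC class I and II, B- and T-cell receptor signaling, markers of blood cell types, adult globin, interferon, hypoxia, glucocorticoid, immediate early, MAP kinase, stress, complement, coagulation, suppression, apoptosis and cell cycle genes. The 32 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. They were also tested with an estimated correlation and with fry. Over-representation among selected genes was tested with the one-sided Fisher's exact test for the lists and for 800 mouse Reactome pathways of 10 to 500 genes from fgsea 1.28.0, over 5484 genes with a pathway. These stand in for the Gene Ontology annotation that the study used, which was not used here.

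The alternatives were the t-test of the study's methods, a 2-fold threshold, fits to the arrays of a comparison alone, a trend of the variance with intensity, array weights, equal medians, repeated quantile normalization, the genes with a mean above the median, every probe set with 1 symbol, the mean of a gene's probe sets, all probe sets, a replicate block, the red cell precursor markers as a covariate and leaving out each array in turn. The t-test over all probe sets and over every probe set with 1 symbol was added after the data had been seen. The fit was tested on simulated data with 100 changed genes per size and comparison. Of genes changed 2-fold limma recovered 26%, 44% and 38% at an adjusted p under 0.05 and 90%, 89% and 89% at the study's thresholds, in the order PT + HS against PT, PT against Ctrl and PT + HS against Ctrl. At 4-fold it recovered 88%, 81% and 87% at an adjusted p under 0.05. Among the unchanged genes, 5, 9 and 5 were called at an adjusted p under 0.05 and 480, 512 and 495 at the study's thresholds. Between PT + HS and PT the real data gave only 204 at the thresholds. The rates therefore hold for the simulated data and are not taken as those of the real data. Effects of unchanged groups on comparisons that share the Ctrl arrays were simulated 50 times.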

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

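Some tests were chosen only after the result was seen. These are the tests on leukocyte RNA and on the signal range of PT replicate 2, and on a further decrease of the B-cell markers. So are those on the number of B cells, on the effect of PT without HS and on the spread of the PT animals. The splits of the animals were set before.

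Several groups of genes that the paper does not discuss differed from Ctrl, given here as the mean log2 difference over the measured genes of a list. NK cell markers had -0.74 in PT (12 of 12 lower, adjusted p = 1.00e-11 from limma's camera, adjusted p = 0.182 with an estimated correlation), with the transcription factor Tbx21 at -1.15 and the receptor Ncr1 at -0.95, and -0.34 in PT + HS (9 of 12 lower, adjusted p = 0.000134, adjusted p = 0.157 with an estimated correlation). Platelet markers had -0.42 in PT (13 of 13 lower, adjusted p = 1.69e-08, adjusted p = 0.182 with an estimated correlation). Markers of eosinophils, basophils and mast cells had -0.16 in PT (adjusted p = 0.0376, adjusted p = 0.182 with an estimated correlation). This call was lost without Ctrl replicate 1 (adjusted p = 0.0639), Ctrl replicate 2 (0.0501), PT replicate 1 (0.0641) or PT replicate 2 (0.0590). It was also lost without PT replicate 3 (0.184), where the median was -0.15 instead of -0.25. With array weights, where PT replicate 1 makes up 86.9% of the PT mean, it was lost as well (median -0.035, adjusted p = 0.124).

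Glucocorticoid response genes had 0.65 in PT (adjusted p = 0.00179, adjusted p = 0.182 with an estimated correlation) and 0.99 in PT + HS (adjusted p = 4.51e-08, adjusted p = 0.132 with an estimated correlation), with Fkbp5 higher by 1.67 and 2.23 and Klf9 by 1.60 and 2.29. The call in PT was lost without PT replicate 3 (median 0.16 instead of 0.34, adjusted p = 0.0689). It held without PT replicate 1 (median 0.15, adjusted p = 0.0148) and without PT replicate 2 (median 0.75, adjusted p = 1.22e-05). Hypoxia and glycolysis genes had 0.41 in PT + HS (18 of 22 higher, adjusted p = 2.99e-06, adjusted p = 0.157 with an estimated correlation), with the glucose transporter Slc2a1 higher by 1.89, and a median of 0.25, or 0.15 without Ctrl replicate 3. In PT their mean was 0.11 (adjusted p = 0.757), and they passed there as higher without PT replicate 2 (adjusted p = 0.0192). They did so too with array weights (median 0.14, adjusted p = 0.0455), where PT replicate 1 makes up 86.9% of the PT mean. Immediate early genes had 0.35 in PT + HS (adjusted p = 0.0131, adjusted p = 0.157 with an estimated correlation), with Ier3 higher by 2.57, but a median of only 0.12. They were not past the test without PT + HS replicate 3 (adjusted p = 0.0938). Between PT + HS and PT they passed as higher without PT replicate 1 (adjusted p = 0.0183). Mmp8, which the paper does not name, was higher in PT + HS than in Ctrl by 4.75, in 3 of 3 animals above every Ctrl animal, with an adjusted p of 0.000453 to 0.575 over all alternatives.

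The array PT replicate 2 lay apart from the other 8 arrays (first principal component -70.2), and its log2 values had an SD of 1.59, against 1.71 to 1.80 on the others, with the highest lower quartile (3.07) and the lowest upper quartile (4.80). Less leukocyte RNA in this sample is one candidate explanation: its mean lay below both other PT arrays in 4 of 5 leukocyte marker lists, monocytes being the exception, and the red cell precursor markers were the highest of the 9 arrays at 0.48. Bright platelet genes, however, had a median of -0.30 and bright red cell and globin genes one of 0.35 relative to the other PT arrays, so that a larger share of red cell RNA stays open as well. A compressed signal range of this array could narrow the SD in this way only as far as the authors' quantile normalization left it in. It stays open too. Over the 21 bright genes, which it would lower alike, the median difference was 0.11, with 14 higher and 7 lower, which decides nothing. The design names no biological explanation for a single PT animal, and apart from the leukocyte and red cell RNA in the sample none was examined.

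B-cell markers were lower than in Ctrl in both PT and PT + HS. Fewer B cells among the blood leukocytes cannot be told apart from lower expression per B cell: 18 of 18 markers were lower in PT + HS, which either would give, and the T-cell markers had a median of 0.05. That the additional HS lowers the B-cell markers further cannot be told apart from no such effect: the median difference between PT + HS and PT was -0.046 over all arrays, -0.57 without PT replicate 2 and 0.49 without PT replicate 3. Cell counts were not analysed here.

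Genes selected through PT + HS against Ctrl only had the same sign in PT against Ctrl in 97.6% of cases. The highest share among simulated groups that share only the controls was 89.0%. These simulations selected more genes than the real data, so that they set no chance level. The PT procedure without HS may move these genes the same way. Trauma cannot be told apart from the anesthesia, analgesia and catheters that came with it, as no group had these without trauma. A larger spread among the PT animals may keep a part of such genes from being called in PT: in the separate selection by the t-test of the study's methods 55.0% of 436 such genes passed the fold threshold there and missed only its p. Of the 286 genes selected by limma 23.1% did, and the others lay below the fold threshold in PT. The selection itself favours a direct difference in the direction of the call, and the real median of 0.38 is the lowest of 20 assignments, so that it says nothing on an added effect of HS, which stays open.

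The 3 against 3 animals of a comparison make 10 splits and the assignments of PT and PT + HS to 6 arrays 20, too few for a share under 0.05. Genes with an adjusted p under 0.05 numbered 0, 0 and 1 for PT + HS against PT, PT against Ctrl and PT + HS against Ctrl, with 0 as the highest other split each (as large in 10, 10 and 1 of 10 splits). At the study's thresholds the real values were 204, 668 and 596 and the highest others 1470, 2077 and 292 (as large in 10, 4 and 1 of 10 splits). Gene lists past the test numbered 12, 14 and 15, with 20, 12 and 16 as the highest others (as large in 4, 1 and 2 of 10 splits). For the selected genes the values were 464 and 2005 (20 of 20), for their direct difference 0.38 and 0.65 (20 of 20) and for over-represented lists 3 and 15 (18 of 20). Splits that call several times the real count point to a structure of the samples. PT replicate 2 is in 1 of the groups in every split, so that its standing apart cannot by itself set these splits off from the real one. Between PT + HS and PT, splits with PT replicates 2 and 3 in the same group gave 204 to 504 genes past the study's thresholds. Those that separated these arrays gave 401 to 1470. What the structure is was not tested.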

How the results depend on the processing

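The t-tests over all probe sets and over every probe set with 1 symbol were added after the data had been seen, and all other settings were set before. Values follow the order PT + HS against PT, PT against Ctrl, PT + HS against Ctrl where 3 are given. The number of arrays limits what can be told. Of 5769 values of single genes under alternatives, 5460 kept direction and side of the threshold, 127 newly passed and 9 no longer passed. Another 173 changed direction without passing in either setting, and 0 were reversed, that is changed direction with a pass. Of 2109 values of gene lists, 1701 kept both, 154 no longer passed and 107 newly passed. In 137 the direction of the test changed without a pass in either setting, and 10 were reversed. The cause was not tested for any change below, except that a smaller set of genes or arrays changes the test by construction.

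At a 2-fold threshold 13, 218 and 260 genes passed. Selecting directly changed genes alone left 204. Lists past the test numbered 0, 0 and 0 with an estimated correlation and 0, 1 and 0 with fry. With the arrays of the 2 groups alone, 134 genes passed an adjusted p under 0.05 between PT + HS and Ctrl and 898 the study's thresholds, 767 were selected and the median direct difference of genes selected through Ctrl was 0.31. With the t-test of the study's methods 76 and 293 genes passed the thresholds in the first 2 comparisons, 0 an adjusted p under 0.05 between PT + HS and Ctrl, and the direct difference was 0.28. The selection by this test held 11 over-represented lists and 7 Reactome pathways. A variance trend gave 3 and 8 adjusted calls in the comparisons with Ctrl. Array weights, where PT replicate 1 makes up 86.9% of the PT mean, gave 877 and 1666 genes past the thresholds in the first 2 comparisons, 448 and 40 adjusted calls against Ctrl, 1090 selected genes and 1 list between PT + HS and PT. There toll-like receptor signaling, neutrophil and monocyte markers were reversed, at -0.12, -0.13 and -0.071. The medians of cytokine receptors (-0.058) and neutrophil granule genes (-0.049), past the test without weights, turned negative there as well. Repeated quantile normalization gave 3 and 2 adjusted calls against Ctrl and the genes with a mean above the median 2 and 2, with 132 genes past the thresholds between PT + HS and PT.

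Every probe set with 1 symbol gave 354, 1075 and 986 past the thresholds, 0 adjusted calls between PT + HS and Ctrl and 806 selected. The mean of the probe sets gave 103 between PT + HS and PT, 1 adjusted call between PT and Ctrl and 287 selected. All probe sets gave 427, 1229 and 1126, 0 adjusted calls and 960 selected. The t-test over all probe sets gave 0 adjusted calls, 967 past the thresholds between PT + HS and Ctrl and 951 selected, and over every probe set with 1 symbol 0 adjusted calls and 823 selected. The red cell precursor covariate gave 1 and 16 adjusted calls against Ctrl.

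A replicate block gave 0, 2 and 21 adjusted calls. Replicate numbers are not known to pair animals: deviations from the group mean correlated between arrays of the same number at -0.12 to 0.48, 3 of 9 above 0.1, and in 4 of 9 the best partner had the own number.

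Leaving out 1 array gave 187 to 855, 530 to 1493 and 486 to 831 genes past the thresholds, the highest without PT replicate 2 in the first and PT replicate 3 in the second comparison. Adjusted calls were 0, 0 to 47 and 0 to 53, the highest without PT replicate 2, selected genes 429 to 1193, the direct difference 0.36 to 0.52 and lists past the test 6 to 16, 11 to 16 and 14 to 19. Without PT replicate 2, 109, 406 and 596 of the genes past the thresholds were shared with all arrays, and 30 genes had adjusted calls in both comparisons with Ctrl. Where a list passed the test with all arrays or without the array in question, the direction of camera turned in lists whose medians ranged, for PT + HS against PT, from 0.018 to 0.37 for cytokine receptors, -0.57 to 0.49 for B-cell markers, -0.81 to 0.29 for T-cell markers and -0.42 to 0.22 for T-cell receptor signaling, and for PT against Ctrl from -0.53 to 0.00037 for MHC class I, -0.21 to 0.26 for NF-kB and -0.44 to 0.35 for T-cell receptor signaling. Without PT replicate 2 it turned for cytokine receptors, whose median kept its sign, for NF-kB and MHC class I, and for T-cell receptor signaling in PT against Ctrl, whose median changed sign without PT replicate 3 instead. Without PT replicate 3 it turned for B-cell markers, T-cell markers and T-cell receptor signaling in PT + HS against PT. In lists past the test neither with all arrays nor without PT replicate 2 it turned as well, among them, in PT + HS against PT, MHC class I (median -0.23), MHC class II (-0.26), B-cell receptor signaling (-0.15), apoptosis (-0.14), heat shock (-0.074) and red cell precursor markers (0.15).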

Differences from the paper's values

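The t-tests over all probe sets and over every probe set with 1 symbol were chosen after seeing the values, and the other settings were set before the data were examined. All counts are at the study's thresholds. Of the 21 alternatives set before the data were examined, those named after each value came within 1.5-fold of the paper's value and the others did not.

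Between PT + HS and Ctrl the paper's count is 904 genes and the value here 596. The paper's count was made before genes without a symbol were left out, whereas the value here covers genes with exactly 1 symbol and 1 probe set each, so that they cover unlike sets. It came within range with only the arrays of the 2 groups, array weights, repeated quantile normalization, every probe set with 1 symbol, all probe sets, the replicate block, the red cell covariate and without Ctrl replicate 1, PT replicates 1, 2 and 3 or PT + HS replicate 2. It did not with the t-test of the study's methods (542). The t-test over all probe sets, chosen after seeing the values, gave 967 and drops 0 of the 48 study genes from its selection, and the t-test over every probe set with 1 symbol, chosen likewise, gave 853 and also drops 0.

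Directly changed genes with a symbol number 126 in the paper, 77 up and 49 down, against 204, 132 up and 72 down here, where all and up differ and down is within range. The whole count came within range with the arrays of the 2 groups, the genes with a mean above the median, the mean of the probe sets and without Ctrl replicates 1 or 2, and the upregulated with the first 3 of these. The t-test of the study's methods gave 76. The paper's count of all direct calls, 147, made before genes without a symbol were left out, is within range of 204. The t-tests chosen after seeing the values gave 168 over all probe sets and 141 over every probe set with 1 symbol. Each drops 0 of the study genes.

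Selected through Ctrl the paper gives 291 up and 241 down, against 193 and 93 here. The upregulated came within range with the arrays of the 2 groups, the t-test of the study's methods (244), the variance trend, every probe set with 1 symbol, all probe sets, the replicate block, the red cell covariate and without Ctrl replicates 1 or 3, PT replicates 1 or 3 or PT + HS replicate 2. The downregulated came within range with the arrays of the 2 groups, the t-test (192), every probe set with 1 symbol, all probe sets, the red cell covariate and without PT replicate 2. The paper's 13 genes meeting both criteria stand against 26, within range with the genes above the median and the mean of the probe sets. The t-test of the study's methods gave 6. The t-tests chosen after seeing the values gave 13 over every probe set with 1 symbol and 15 over all probe sets, and each drops 0 of the study genes.

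In total the paper's 288 downregulated genes stand against 160, within range with the arrays of the 2 groups, the t-test (217), every probe set with 1 symbol, all probe sets, the replicate block, the red cell covariate and without Ctrl replicate 1, PT replicates 1 or 3 or PT + HS replicates 2 or 3. The t-tests chosen after seeing the values gave 431 over all probe sets and 366 over every probe set with 1 symbol, and each drops 0 of the study genes.

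The paper counts the genes of its text and Fig. 3 as altered by the additional HS. Of the 48 measured here limma selected 13 and dropped 35, the t-test of the study's methods selected 42 and dropped 6, and the t-tests over all probe sets and over every probe set with 1 symbol, chosen after seeing the values, selected 48 each. The paper reports innate immunity as enriched among upregulated and adaptive immunity among downregulated genes. Here Innate Immune System had an adjusted p of 1 in the limma selection and 0.0271 in that of the t-test of the study's methods, and Adaptive Immune System 1 and 0.0271. The paper states that CD247 was reduced, whereas Cd247 differed from Ctrl by 0.00 with the probe set used and by -0.97 with the lowest of its 4 probe sets. Traf6, shown among upregulated genes, differed from Ctrl by -0.38 and by up to 0.60 with its other probe sets.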

Other observations

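No test in this part was chosen after its result was seen. The remaining lists are given as the median log2 difference for PT + HS against PT, PT against Ctrl and PT + HS against Ctrl in this order, and none of their calls holds with an estimated correlation.

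Interferon response genes had 0.04, 0.19 and 0.27, past the test against Ctrl in PT (adjusted p = 0.0376, adjusted p = 0.525 with an estimated correlation) and in PT + HS (adjusted p = 0.00135, adjusted p = 0.201 with an estimated correlation). The first call was lost without Ctrl replicate 2 (adjusted p = 0.0988), Ctrl replicate 3 (0.158) or PT replicate 2 (median 0.03, adjusted p = 0.458). It was also lost with array weights (median 0.08, adjusted p = 0.291), where PT replicate 1 makes up 86.9% of the PT mean. The second call was lost without PT + HS replicate 1 (median 0.13, adjusted p = 0.135). The median in PT was 0.37 without PT replicate 3. MHC class I genes had 0.12, -0.26 and -0.20, past the test in PT (adjusted p = 0.0206, adjusted p = 0.647 with an estimated correlation). They were not past it without Ctrl replicate 3 (median -0.17, adjusted p = 0.384) or PT replicate 2 (0.00037, adjusted p = 0.903). With array weights they were not past it either (-0.17, adjusted p = 0.225). The median in PT was -0.41 without Ctrl replicate 1 and -0.53 without PT replicate 3. In PT + HS against Ctrl (adjusted p = 0.0604) they passed without Ctrl replicate 1 (0.00556), PT replicate 2 (0.0425), PT replicate 3 (0.0461) or PT + HS replicate 2 (0.0351). Without PT replicate 3 MHC class I genes passed as higher between PT + HS and PT (0.00202), and without PT replicate 2 their median there was -0.23 (adjusted p = 0.0771). B-cell receptor signaling had 0.14, -0.87 and -0.58, with adjusted p = 3.84e-10 in PT (adjusted p = 0.182 with an estimated correlation) and 1.19e-06 in PT + HS (adjusted p = 0.157 with an estimated correlation). It passed between PT + HS and PT without Ctrl replicate 2 (adjusted p = 0.0434), Ctrl replicate 3 (0.0492), PT replicate 3 (0.000238) or PT + HS replicate 1 (0.0424), and had -0.15 (adjusted p = 0.899) there without PT replicate 2, and its median in PT was -0.49 without PT replicate 2. Neutrophil granule genes had 0.17 in PT (adjusted p = 0.00389, adjusted p = 0.525 with an estimated correlation), not past the test without Ctrl replicate 2 (median 0.11, adjusted p = 0.0549) or PT replicate 1 (0.235), and 0.45 in PT + HS (adjusted p = 1.01e-09, adjusted p = 0.157 with an estimated correlation). Without Ctrl replicate 1 these medians were 0.30 and 0.79, and that in PT was 0.11 without Ctrl replicate 3 and 0.53 without PT replicate 2. Chemoattractant receptors had 0.18 in PT (adjusted p = 0.0619, 0.00991 without PT replicate 2 and 0.0372 without PT + HS replicate 2). With array weights they passed in PT as well (median 0.11, adjusted p = 0.0230). In PT + HS they had 0.22 (adjusted p = 1.82e-06, adjusted p = 0.157 with an estimated correlation). Immature neutrophil markers had 0.22 in PT (adjusted p = 0.0338, adjusted p = 0.357 with an estimated correlation). The adjusted p was 0.0516 to 0.188 without Ctrl replicates 2 or 3 or PT replicates 1, 2 or 3. The medians were 0.09, 0.10 and 0.58 without Ctrl replicate 2, Ctrl replicate 3 and PT replicate 2. With array weights the call in PT was lost too (0.23, adjusted p = 0.108). In PT + HS these markers had 0.43 (adjusted p = 3.52e-07, adjusted p = 0.132 with an estimated correlation). Without Ctrl replicate 1 they had 0.80 in either group.

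In PT + HS against PT, NK cell markers had a median of 0.33 (12 of 12 higher, adjusted p = 8.91e-06, adjusted p = 0.319 with an estimated correlation), platelet markers 0.36 (13 of 13 higher, adjusted p = 1.81e-06, adjusted p = 0.319 with an estimated correlation) and glucocorticoid response genes 0.43 (adjusted p = 0.00441, adjusted p = 0.319 with an estimated correlation). Without PT replicate 2 the NK cell markers had 0.23 (adjusted p = 0.0771) and the glucocorticoid genes 0.06 (adjusted p = 0.530), and with array weights, where PT replicate 1 makes up 86.9% of the PT mean, 0.16 (adjusted p = 0.293) and 0.10 (adjusted p = 0.742). The platelet markers had 0.16 without PT replicate 2 (adjusted p = 0.00641) and 0.24 without PT + HS replicate 3 (adjusted p = 0.000318). Platelet markers in PT + HS against Ctrl had -0.12 (adjusted p = 0.150, 0.00903 without Ctrl replicate 3 and 0.0210 without PT + HS replicate 3). Dendritic cell markers had -0.16, 0.16 and 0.02, red cell precursor markers -0.06, 0.02 and -0.02, heat shock and oxidative stress genes 0.15, 0.08 and 0.09, complement genes 0.04, 0.07 and 0.11, coagulation genes 0.15, 0.08 and 0.20, suppression and checkpoint genes 0.02, 0.10 and 0.05, apoptosis genes 0.07, -0.09 and 0.11 and cell cycle genes 0.01, 0.00 and -0.13, none past the test. Of these lists, in PT + HS against PT, red cell precursor markers passed as lower without PT replicate 3 (adjusted p = 0.0247), and heat shock and apoptosis genes as higher without PT replicate 1 (adjusted p = 0.00683 and 0.0109). Apoptosis genes passed as higher in PT against Ctrl without PT replicate 2 (0.0322) and with array weights (0.0418). In PT + HS against Ctrl, coagulation genes passed without Ctrl replicate 1 (0.0328), PT replicate 1 (0.0387) or PT + HS replicate 2 (0.0234), complement genes without PT + HS replicate 2 (0.0378) and suppression genes without Ctrl replicate 2 (0.0436) or PT replicate 2 (0.0425). The 4 globin genes, near-identical and not tested, had a median of -0.02 between PT + HS and PT.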
